A study of Mus musculus with 10 samples. Its data were reported in "ARID1A loss induces polymorphonuclear myeloid-derived suppressor cell chemotaxis and promotes prostate cancer progression" (2022).

How the data were processed

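RNA-seq was measured in 10 mouse samples in 4 groups. Epithelial cells positive for EpCAM and negative for CD45 were sorted from the prostates of 3-month-old mice, with 3 libraries (A, B and C) whose label names no Arid1a deletion, called control here, and 3 labelled Arid1a KO. All 6 mice were genetically engineered, so the control mice are not wild type. Myc-CaP, a mouse prostate cancer cell line, gave 2 libraries with an empty vector and 2 labelled Arid1a KO. Their source is given as the cell line. All 10 samples carry the same growth text, which describes culture of Myc-CaP cells, and the same treatment text, which describes the sort of mouse epithelium. The study also describes RNA-seq of tumours grown from Myc-CaP cells. Growth of the Myc-CaP samples in culture is therefore read from the labels and is not settled by them. Groups were taken from the genotype field of the sample labels.

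The authors aligned paired-end reads to GRCm38 with TopHat2, counted them per gene with HTSeq-count, and deposited the epithelium samples as RPKM (reads scaled by gene length and by the mapped reads of the library). The Myc-CaP samples were deposited as TPM (values scaled by gene length and then to the same sum in each library). The gene lengths and the annotation behind either unit are not stated. These units are not counts, so no count model was fitted. Each table held 48897 rows. Of these, 27 carried a date in place of a gene symbol and were kept under that name, and 2 identifiers appeared in 4 rows. The values of the per-sample tables and of the series tables were compared in all 10 samples, and 0 differed. Coordinates and lengths came from GENCODE M21 on GRCm38, which matched 63.3% of the rows by name.

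Depth was read from the steps between low values, because a gene counted in whole reads takes multiples of what 1 read is worth. With the M21 lengths, the steps in the RPKM tables corresponded to a depth, in units of 1e+06 mapped reads, of about 29.6, 36.3 and 31.2 in control libraries A, B and C and 30.4, 29.8 and 28.8 in Arid1a KO libraries A, B and C. These are estimates, since between 25.4% and 30.8% of low values came out as whole reads with those lengths. TPM keeps no absolute depth. Relative to Myc-CaP Arid1a KO library 2, the step sizes gave depths of 1.15 and 1.01 for the empty vector libraries 1 and 2 and 1.09 for Arid1a KO library 1. Because reads per gene were not recovered, no counting interval or detection floor is given, and a gene at 0 is called listed at 0.

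Values were transformed to log2(value + 1), and genes with a mean of at least 0.5 over the samples of their table were tested. Each table was fitted on its own with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3, with 2 groups and no covariate. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested in a table, and a gene was called at an adjusted p-value under 0.05. A second count used the study's own thresholds, an unadjusted p-value under 0.05 and a change of at least 1.5-fold. The study used DEGseq on counts, which the deposited units do not allow. With 3 libraries against 3, an exact permutation test cannot go below a p-value of 0.1, and with 2 against 2 the limma test leans on the variance shared across genes.

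Lists of genes were fixed before the data were examined: 24 cytokines and chemokines, several of which the study picked from these samples, 24 subunits of the SWI/SNF chromatin remodelling complex to which Arid1a belongs, 12 lineage genes, and 11 lists of cell type markers. For the first 3 lists, p-values were also adjusted over the list alone. The 6 gene sets (NF-kB targets, IL6-STAT3, oxidative phosphorylation, proliferation, interferon and androgen response) were compiled from general knowledge and are not copies of published collections. They were tested by weighted GSEA with fgsea 1.28.0 on genes ranked by the signal-to-noise ratio, with 10000 permutations of genes and adjustment over the 12 tests of both tables. Besides the listed genes, the text names in each table the 5 largest rises and the 5 largest falls among called genes in which every knockout library lay beyond every control library. The single marker genes given with values were chosen after their values were seen. Counts over a list cover all its genes, while the results of some single genes are not reported here, nor counted among the genes that moved in opposite directions in the 2 systems. A list of 11 secretory genes of the prostate was also written after the results were seen.

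Agreement between the systems was the share of epithelium genes past the study's thresholds whose log2 fold change had the same sign in Myc-CaP, with Spearman's rho across genes. The systems share no control library, and because the tables were normalized separately the difference between them was not tested.

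The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 5, centring of each sample on its median, quantile normalization, eBayes without a trend, the replicate letter or number as a block, and leaving out each library in turn. Gene sets were also tested with a ranking by log2 fold change, with camera at a preset correlation of 0.01 or with the correlation estimated, and with fry. After the data had been seen, 2 alternatives were added for the epithelium: rescaling to the same sum in each sample, and removal of a trend on gene length from each sample. The Myc-CaP replicate numbers come from the labels, and all 4 libraries come from a single cell line. Libraries with the same number deviated together from their group means (r 0.195 across genes), and the second principal component (28.6% of the variance) separated number 1 from number 2 in both groups. Deviations in a group of 2 mirror each other, so the correlation and the component are not independent signs of a pairing. What a number marks is not stated. The fit with the number as a block is therefore given beside a Myc-CaP result where it changed a call or moved a count by more than 1.5 times. That fit has fewer residual degrees of freedom than the main fit. Its calls lean even more on the variance shared across genes. Where leaving out a library left 1 in a group, only fold changes were computed.

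The tests were checked on simulated data with 200 changed genes. In the epithelium design, 93% of the 100 genes with a log2 change of size 1 and 99% of the 100 with size 2 were recovered, and 4% of the called genes were false. In the Myc-CaP design, 69% and 93% were recovered, and 4.14% of the 169 called genes were false. The simulated noise was independent between libraries, and rises and falls were equal in number. The epithelium had far more called genes, and the Myc-CaP libraries shared a component by number. These rates therefore need not hold in the data. Figures were drawn with matplotlib 3.10.9.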

Results

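The transcriptomes of sorted prostate epithelium and of Myc-CaP cells were compared with and without deletion of Arid1a. The epithelium was represented by 3 control libraries and 3 labelled Arid1a KO, from 3-month-old mice, in RPKM. Myc-CaP cells were represented by 2 empty vector libraries and 2 Arid1a KO libraries, in TPM. The RPKM values summed to 441650, 473330 and 445650 in control libraries A, B and C and to 400750, 398000 and 403030 in those labelled Arid1a KO. The 10 most abundant genes held 11.8%, 10.9% and 11.5% of the summed RPKM in the control libraries and 7.70%, 7.91% and 7.82% in those labelled Arid1a KO. Replicates correlated on the log2 scale with r between 0.987 and 0.9935 across genes within a group, and genes are not independent replicates. The labels give no sequencing batch.

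Arid1a (chromosome 4, 133679008 to 133756769 on GRCm38) was examined first, because its deletion checks the labels. In the epithelium it was not reduced in the libraries labelled Arid1a KO. It measured 25.4 ± 3.13 RPKM (SD, n = 3) in the control libraries and 30.2 ± 1.23 RPKM (SD, n = 3) in those labelled Arid1a KO, and each of the latter lay above each of the former. The log2 fold change was 0.25 ± 0.09 (SE), with a limma adjusted p-value of 0.0540. The alternative that moved it most, removal of a trend on gene length, gave 0.045, and the adjusted p-value ran from 0.0129 to 0.609 over the alternatives. Without control library A the fold change passed the threshold, at 0.32. The files hold a single value per gene, so loss of a single exon could not be seen. All epithelium directions below therefore compare libraries by their labels, which the Arid1a transcript level does not bear out.

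In Myc-CaP cells, Arid1a was lower after knockout. It measured 60.7 ± 0.36 TPM (SD, n = 2) with the empty vector and 39.9 ± 0.58 TPM (SD, n = 2) in the knockout, a log2 fold change of -0.59 ± 0.06 (SE) with a limma adjusted p-value of 0.0102.

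**Figure D1:**
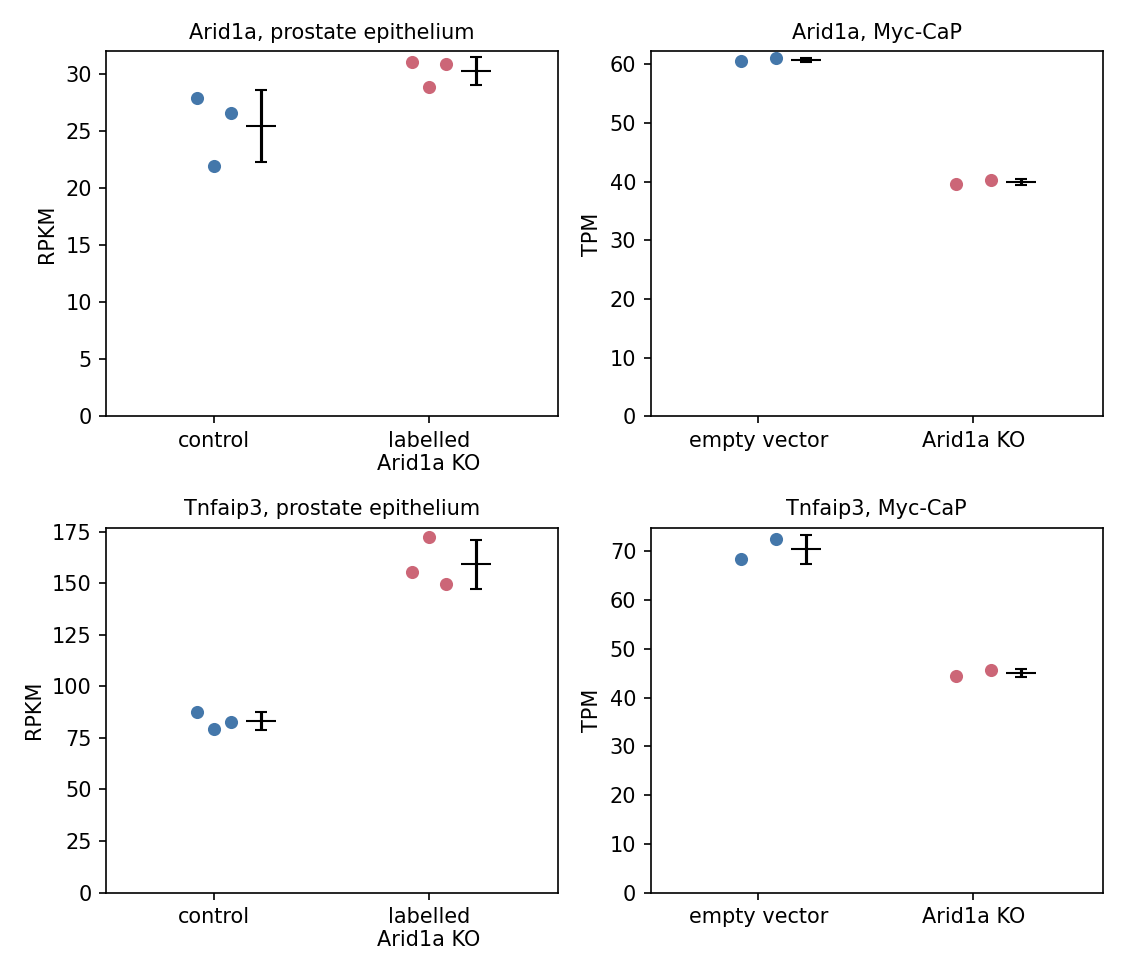
Values of Arid1a and Tnfaip3 per library, in RPKM for prostate epithelium and TPM for Myc-CaP cells. Points are libraries, and the black marks give the mean and SD of each group. Both genes were higher in each library labelled Arid1a KO than in each control library, and lower in each Myc-CaP knockout library than in each empty vector library.

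Tnfaip3 (chromosome 10, 19000910 to 19015657) encodes A20, the inhibitor of NF-kB signalling whose enhancer the study followed. In the epithelium it measured 83.2 ± 4.20 RPKM (SD, n = 3) in the control libraries and 159 ± 11.7 RPKM (SD, n = 3) in those labelled Arid1a KO. The log2 fold change was 0.93 ± 0.08 (SE), and the limma adjusted p-value was 8.49e-05. In Myc-CaP cells it measured 70.4 ± 2.95 TPM (SD, n = 2) with the empty vector and 45.02 ± 0.84 TPM (SD, n = 2) after knockout, a log2 fold change of -0.63 ± 0.06 (SE) with a limma adjusted p-value of 0.0108. The direction was thus opposite in the 2 systems, and the difference between them was not tested.

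To ask which genes differed with the Arid1a label, all genes with a mean of at least 0.5 were tested. In the epithelium, 9294 of 16275 genes (57.1%) passed an adjusted p-value of 0.05, with 4471 higher and 4823 lower in the libraries labelled Arid1a KO. By the study's thresholds, 4037 genes passed, with 1917 higher and 2120 lower. The groups did not overlap for 66.7% of the genes, where chance gives 10%. The first principal component held 82.7% of the variance. A minimum mean of 5 moved the count most, to 5872 of 9027 genes tested. Rescaling to the same sum moved the median log2 fold change of all genes from -0.03 to 0.11 and the higher share of the calls from 48.1% to 64.6%, so that small changes in this table depend on the scaling.

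The largest rises in the libraries labelled Arid1a KO were those of Ppbp, Krt13, Ighv11-2, Aqp4 and a kappa variable gene of the Igkv14 family. Ppbp rose from 0.347 ± 0.0951 to 75.05 ± 6.84 RPKM (SD, n = 3 each), a log2 fold change of 5.82, and Krt13 from 12.7 ± 3.20 to 453 ± 90.3 RPKM, a log2 fold change of 5.06. Ighv11-2, Aqp4 and the kappa variable gene had log2 fold changes of 4.98, 4.89 and 4.69. The largest falls were those of Svs6, LOC108169013, Svs1, Svs3a and Sbp, with log2 fold changes of -8.13, -7.78, -7.10, -6.61 and -6.52. Svs6 fell from 539 ± 33.3 to 1.16 ± 1.35 RPKM. Immunoglobulin variable genes and the Svs family have close paralogs between which reads could be split, so their single values are uncertain. The limma adjusted p-values of these 10 genes ran from 1.33e-07 for Ppbp to 8.90e-05 for the kappa variable gene.

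In Myc-CaP cells, 899 of 13974 genes (6.43%) passed an adjusted p-value of 0.05, with 635 higher and 264 lower after knockout. By the study's thresholds, 877 genes passed, with 645 higher and 232 lower, and 551 of these also passed the adjusted threshold. The groups did not overlap for 51.5% of the genes, where chance gives 33.3%. With the replicate number as a block, 2771 genes passed the adjusted threshold, with 1453 higher and 1318 lower, so the predominance of higher genes at this threshold depends on the fit. At the study's thresholds it did not, with 72.4% higher with the block and between 69.1% and 79.4% in the other fits. Testing with no filter on low values lowered the count to 358. The largest rises were those of Krt8, Krt4, Apof, Igfbp5 and Cxcl15, with log2 fold changes of 4.40, 3.34, 3.10, 3.00 and 2.92. Krt8 rose from 0.93 ± 0.20 to 39.6 ± 1.02 TPM (SD, n = 2 each). Among the falls, Map7d2 went from 27.7 ± 0.013 to 6.51 ± 0.79 TPM (SD, n = 2 each), a log2 fold change of -1.94, and Akp3 had a log2 fold change of -2.04. The other named falls, Mir669n, Mir6909 and Snord66, are short non-coding genes of 54, 62 and 75 bases listed at 0 in both knockout libraries. They were at 4.22 and 7.20, 3.68 and 4.18, and 1.97 and 4.47 TPM in the empty vector libraries. At such lengths a few reads can give values of this size, and reads per gene were not recovered. These falls may therefore rest on few reads. The limma adjusted p-values of the 10 genes ran from 0.00135 for Krt8 to 0.0461 for Akp3. Akp3 and Snord66 did not pass without a trend in eBayes or with no filter on low values, and Akp3 also not with a pseudocount of 0.1.

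The study asked whether Arid1a loss raised inflammatory cytokines. Of the 24 listed cytokines and chemokines, 21 passed the adjusted threshold in the epithelium, with 12 higher and 9 lower in the libraries labelled Arid1a KO, and 21 passed when adjusted over the list alone. Because the study picked several of them from these libraries, the latter count is not independent evidence. Cxcl2 rose from 657 ± 30.3 to 1425 ± 137 RPKM (SD, n = 3 each), a log2 fold change of 1.11 ± 0.11 (SE) with a limma adjusted p-value of 1.48e-04. Cxcl3 rose from 12.7 ± 1.20 to 85.4 ± 11.97 RPKM, a log2 fold change of 2.65 ± 0.11 (SE) with a limma adjusted p-value of 7.83e-06. Il1a, Il23a, Ccl6, Ccl3, Il1b and Csf3 had log2 fold changes of 2.12, 1.63, 1.62, 1.20, 1.13 and 1.02, and Ccl4, Tnf, Csf1 and Il18 had 0.67, 0.61, 0.59 and 0.51. All 12 were higher in each library labelled Arid1a KO than in each control library. The falls ran from -0.34 for Cxcl10 to -2.97 for Ccl21a and included Ccl20 (-1.44), Cxcl9 (-1.38), Cxcl17 (-1.12), Cxcl14 (-1.01), Ccl5 (-0.81), Cxcl5 (-0.57) and Il6 (-0.51). Il6 overlapped between the groups. Il6 and Cxcl10 no longer passed after rescaling to the same sum or removal of the length trend. Il6 also did not pass with no filter on low values or without any 1 library other than control library B, and so is not a firm call. Cxcl1 (log2 fold change 0.02) and Ccl2 (0.07) did not pass, with limma adjusted p-values of 0.909 and 0.736, and neither did Csf2.

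**Figure D2:**
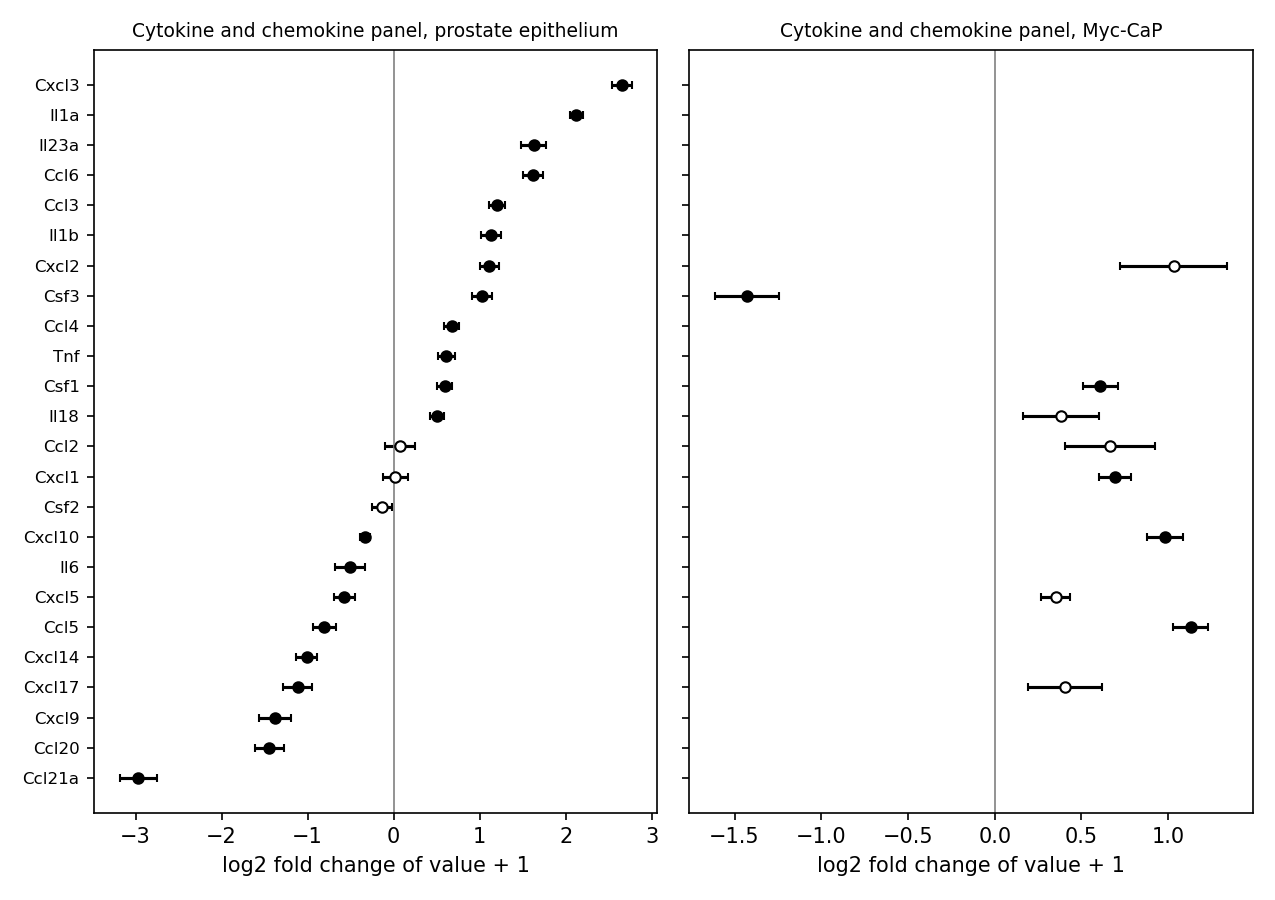
Log2 fold change of value + 1 with its standard error for the 24 listed cytokines and chemokines in prostate epithelium (left) and for the 10 that were tested in Myc-CaP cells (right). Filled points passed a limma adjusted p-value of 0.05. In the epithelium 12 were higher and 9 lower in the libraries labelled Arid1a KO, and of these Cxcl10 and Il6 no longer passed after rescaling to the same sum.

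Only 10 of the 24 genes were tested in Myc-CaP cells, the other 14 having a mean under 0.5 TPM. Of the 10, 5 passed the adjusted threshold and 7 when adjusted over the list alone. Ccl5, Cxcl10, Cxcl1 and Csf1 were higher after knockout, with log2 fold changes of 1.13, 0.98, 0.69 and 0.61. Csf3 was lower, with a log2 fold change of -1.43. Cxcl2 was at 1.41 ± 0.98 TPM with the empty vector and 3.72 ± 0.11 TPM after knockout (SD, n = 2 each), a log2 fold change of 1.03 that did not pass (limma adjusted p-value 0.140). Leaving out 1 library gave log2 fold changes from 0.60 to 1.46 for Cxcl2, so its size depends on single libraries. With the replicate block, Cxcl2 passed with a limma adjusted p-value of 0.0449, and so did Cxcl5 (log2 fold change 0.35) with 0.0193. With no filter on low values 2 of the 24 passed, and Csf1, Csf3 and Cxcl1 no longer did. Cxcl1 also did not pass without a trend in eBayes.

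The other SWI/SNF subunits were examined to ask whether the complex changed at the transcript level. In the epithelium, 7 of 21 tested subunits passed the adjusted threshold, and 7 when adjusted over the list alone. Smarca2 (-0.49), Smarcb1 (-0.22), Smarcd3 (-0.64), Bcl7b (-0.46) and Bcl7c (-0.72) were lower on the log2 scale, and Dpf2 (0.25) and Ss18 (0.27) were higher in the libraries labelled Arid1a KO. Of these, 2 reached a change of 1.5-fold. The call for Smarcb1 was lost after rescaling to the same sum, and those for Dpf2 and Ss18 after the trend on gene length was removed. Dpf2 also did not pass without control library A or without Arid1a KO library A. Rescaling to the same sum added Smarca4 (0.25), Smarcc1 (0.37), Brd7 (0.32) and Pbrm1 (0.31) as higher, so that 6 of the 10 subunits then called were higher, and the predominance of lower subunits depends on the scaling. Removal of the length trend added Arid1b (-0.37) and Bcl7a (-0.30) as lower. Without control library B, Arid1b passed (-0.24), and without control library A, Smarcc1 passed (0.26). Adjusted over the list alone, 4 subunits passed without Arid1a KO library A and 4 without library C. In Myc-CaP cells, 1 of 22 passed, also when adjusted over the list alone, and 4 had an unadjusted p-value under 0.05. This was Smarcd3, which rose from 91.3 ± 0.59 to 157 ± 3.55 TPM (SD, n = 2 each), a log2 fold change of 0.78. With the replicate block 4 passed, and 5 when adjusted over the list alone, with Actl6a (-0.16), Brd7 (-0.18) and Smarcc1 (-0.17) added as lower.

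Of the 12 lineage genes, most of which mark neuroendocrine, basal or luminal cells, 7 passed in the epithelium, and 7 when adjusted over the list alone. Krt5 rose from 302 ± 41.8 to 762 ± 76.0 RPKM (SD, n = 3 each), a log2 fold change of 1.34. Among those that fell, Syp, Chga, Eno2 and Krt18 had log2 fold changes of -1.19, -1.01, -0.43 and -0.37. Eno2 overlapped between the groups, and it did not pass with no filter on low values, after rescaling to the same sum, or without any 1 of libraries A and C of either group. Krt18 did not pass under quantile normalization, rescaling to the same sum or removal of the length trend. Genes that had not passed did so under other settings. Krt8 passed as a rise under quantile normalization (0.29) and removal of the length trend (0.24), and Sox2 as a rise under the latter (0.37) and rescaling to the same sum (0.33). Trp63 passed as a fall after removal of the length trend (-0.38) and without Arid1a KO library C (-0.35), and Tmprss2 without that library (-0.52). In Myc-CaP cells 3 lineage genes were tested. Of these, 2 passed, among them Krt8 with a log2 fold change of 4.40, and Ezh2 (-0.21) passed only when adjusted over the list alone, where 3 passed, or with the replicate block (limma adjusted p-value 0.0376). Without a trend in eBayes, 1 passed.

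Gene sets were used to ask which programmes moved together. In the epithelium, all 6 sets passed an adjusted p-value of 0.05 by GSEA with gene permutations. The normalized enrichment score was 2.64 for proliferation, 2.56 for NF-kB targets, 2.27 for interferon, 2.03 for IL6-STAT3, -2.55 for oxidative phosphorylation and -1.93 for androgen response. Apart from androgen response (adjusted p-value 8.26e-04), each had an adjusted p-value of 5.29e-04, which comes from the smallest p-values the permutations can give. In Myc-CaP cells 4 of the 6 sets passed. The score was 2.76 for interferon, 1.62 for IL6-STAT3, 1.5 for NF-kB targets and -2.24 for proliferation, with adjusted p-values of 5.29e-04, 0.00796, 0.00664 and 5.41e-04. Oxidative phosphorylation (1.07) and androgen response (1.22) did not pass, with adjusted p-values of 0.344 and 0.260. Of the 45 interferon genes in this table, 43 were higher at the adjusted threshold, with a median log2 fold change of 1.17. The same calls held under fry, which tests against the spread between libraries. With camera and the correlation estimated from the libraries, 0 of the 12 tests passed, while 2, interferon in each table, had an unadjusted p-value under 0.05. At a preset correlation of 0.01, oxidative phosphorylation and androgen response passed in Myc-CaP cells, with adjusted p-values of 0.0415 and 0.0327 without the replicate block and 0.00395 and 0.0229 with it.

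Between the systems, 12123 genes were tested in both tables. Of the 2217 epithelium genes past the study's thresholds among them, 45.2% had the same sign in Myc-CaP cells, against 49.6% of the genes past the thresholds in neither table. Spearman's rho across genes was -0.04, and genes are not independent replicates. Its sign changed without Myc-CaP empty vector library 2 (0.023) and without Arid1a KO library 1 (0.016). Of 266 genes past the thresholds in both, 128 had the same sign, with 109 higher and 19 lower.

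**Figure D3:**
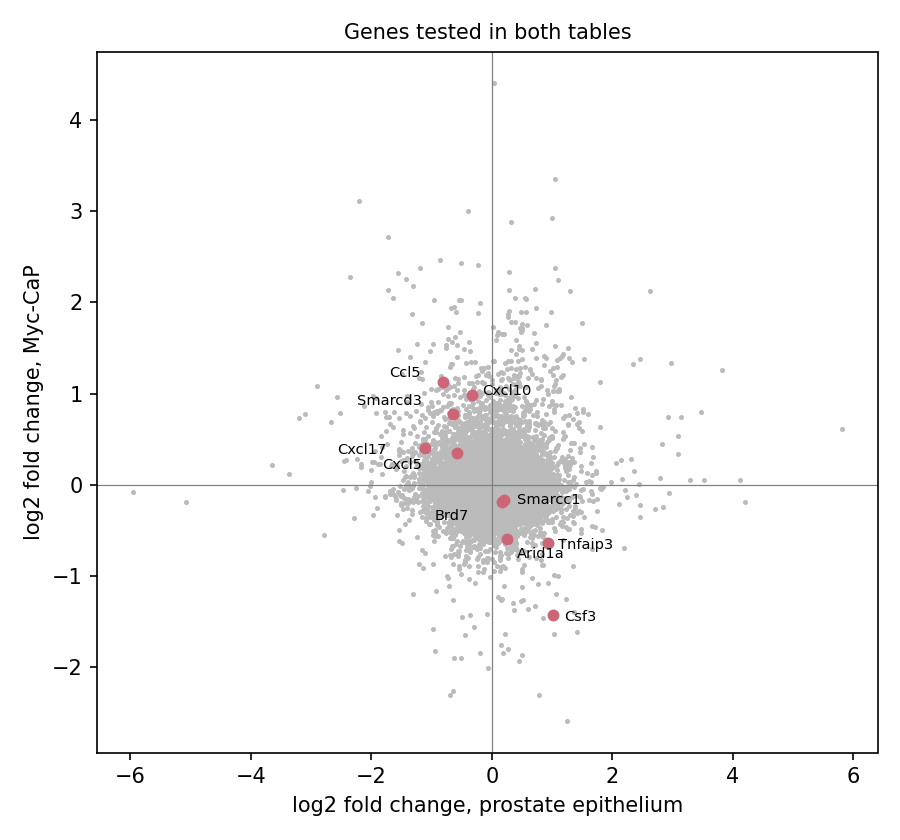
Log2 fold change of each gene tested in both tables, in prostate epithelium (horizontal) and Myc-CaP cells (vertical). Grey points are the 12123 genes, and red points are the 10 listed genes whose knockout libraries lay beyond the control libraries in opposite directions in the 2 systems.

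Markers of other cell types were examined as the background of the sort. In the epithelium, the median log2 fold change was 0.61 over the leukocyte list, 0.76 over the neutrophil list, 0.80 over the macrophage list, 0.30 over the T cell list and 0.995 over the B cell list. It was -0.41 for fibroblast, -0.47 for smooth muscle, -0.45 for skeletal muscle, 0.12 for endothelial, -0.22 for epithelial and -5.91 for seminal vesicle genes. The skeletal muscle median rests on 3 of 7 genes and was -0.064 with no filter on low values, and the smooth muscle median was -0.028 over the genes with a mean of at least 5, so both falls depend on which genes are taken. The endothelial median changed sign without control library B (-0.0076). Lyz2 rose from 772 ± 51.1 to 1884 ± 184 RPKM (SD, n = 3 each), and Ighm from 123 ± 7.68 to 587 ± 158 RPKM. Cd52 fell by 1.09 on the log2 scale, and Cd74, at 2591 ± 149 and 2272 ± 201 RPKM, did not pass. Under quantile normalization it passed as a rise (0.35, limma adjusted p-value 0.0213), and its sign also changed after removal of the length trend (0.036), so its direction depends on the scaling. Epcam fell from 304 ± 40.9 to 201 ± 21.5 RPKM. The 8 seminal vesicle genes summed to 20756 ± 1259 RPKM and 977 ± 567 RPKM, and each of the 8 was lower. In Myc-CaP cells at most 6 genes of any list were tested. The medians there were -0.34 for leukocyte, 0.015 for neutrophil, 0.04 for macrophage, 0.63 for T cell, -0.44 for fibroblast, -0.12 for smooth muscle, -0.16 for skeletal muscle and 1.89 for epithelial genes, and 0 genes of the B cell, endothelial and seminal vesicle lists were tested. Col1a1 differed more between library numbers than between groups, at 0.211 and 19.4 TPM in empty vector libraries 1 and 2 and 0.347 and 7.45 TPM in knockout libraries 1 and 2.

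**Figure D4:**
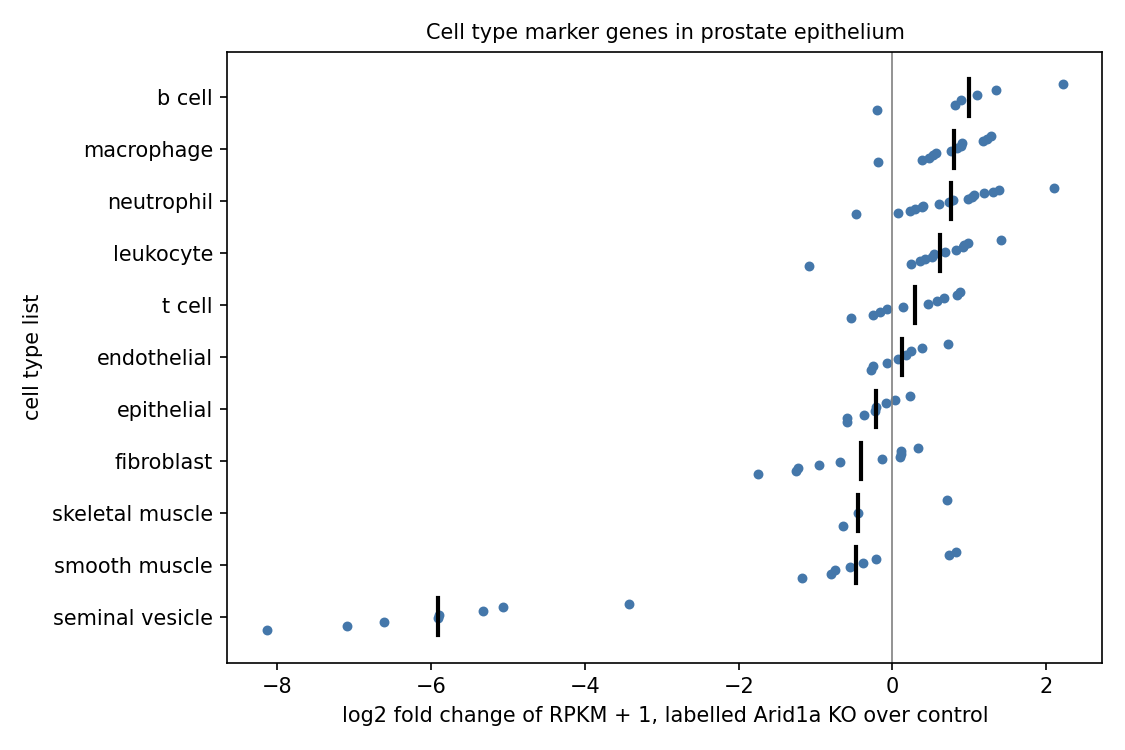
Log2 fold change of RPKM + 1 for the genes of each cell type list in prostate epithelium, libraries labelled Arid1a KO over control libraries. Points are genes and black bars are list medians, which ran from -5.91 for seminal vesicle to 0.995 for B cell genes.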

Values the study reported

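The study reported 645 genes with reduced expression after Arid1a knockout, of which 330 also lost chromatin accessibility nearby. It called genes at a fold change of 1.5 and a p-value under 0.05. The NF-kB gene sets it tested held 223 and 200 genes.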

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

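The tests in this part were chosen only after the results were seen. This does not hold for the fits and gene set scores already given above, or for the alternatives set beforehand. Of 35 listed genes tested in both tables, 10 had every knockout library beyond every control library in opposite directions in the 2 systems. The groups were apart in both tables for 16 of the 35, and the other 6 of these moved in the same direction. At the shares of all genes whose groups were apart, unrelated directions would give about 6.02 opposite genes, so the count of 10 is no sign by itself of a general opposition. The difference between the systems was not tested, because the tables were normalized separately and in different units.

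In the libraries labelled Arid1a KO, 5 of the 10 were higher and in Myc-CaP knockout cells lower. The log2 fold changes in epithelium and in Myc-CaP cells were 0.25 and -0.59 for Arid1a, 0.93 and -0.63 for Tnfaip3, 1.02 and -1.43 for Csf3, 0.16 and -0.18 for Brd7, and 0.20 and -0.17 for Smarcc1. The other 5 were lower in the epithelium and higher in Myc-CaP cells. These were Ccl5 at -0.81 and 1.13, Cxcl10 at -0.34 and 0.98, Cxcl17 at -1.12 and 0.40, Cxcl5 at -0.57 and 0.35, and Smarcd3 at -0.64 and 0.78. Of the 10, 5 passed the adjusted threshold in both tables (Ccl5, Csf3, Cxcl10, Smarcd3 and Tnfaip3). With the replicate block, Cxcl5, Brd7 and Smarcc1 also passed in Myc-CaP cells, with adjusted p-values of 0.0193, 0.0476 and 0.0278. In the epithelium, Cxcl5 passed, Brd7 and Smarcc1 passed after rescaling to the same sum (0.00755 and 0.0131), Smarcc1 also without control library A, and Arid1a under the alternatives named for it. In the other direction, Cxcl10 in the epithelium did not pass after that rescaling or removal of the length trend, nor Csf3 in Myc-CaP cells with no filter on low values.

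The scaling of the deposited values argues little for these pairs of signs, since 10 of the 10 genes kept both signs under median centring, quantile normalization and, for the epithelium, rescaling to the same sum. The tables do not separate the remaining explanations. The systems differ in genetic background and, as far as the labels tell, in growth, since all samples carry the same culture and sorting text. The Arid1a transcript level also does not bear out the labels of the epithelium libraries.

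For Tnfaip3, leukocyte RNA carried over in the EpCAM+ CD45- sort may contribute to the rise in the epithelium. The test was whether leukocyte, neutrophil and macrophage genes rose as much. Their median log2 fold change was 0.74, and 30% of the 40 genes had a log2 fold change at least that of Tnfaip3. The test cannot tell carry-over from a rise of Tnfaip3 within the epithelial cells, which stays open. Of the 201 NF-kB targets tested in the epithelium, 113 were higher and 35 lower at the adjusted threshold, so Tnfaip3 may have risen along with them. In Myc-CaP cells that set also had a positive score (1.5), while Tnfaip3 fell. In the Myc-CaP libraries the leukocyte gene Tyrobp and the macrophage gene C1qa were listed at 0 in all 4, so carry-over could account for a difference in direction only on the epithelium side. The fall of Tnfaip3 in Myc-CaP cells needs another reason, with loss of Arid1a among the open and untested ones.

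Gene sets showed the same kind of contrast. The mean log2 value of the proliferation set was higher in each library labelled Arid1a KO and lower in each Myc-CaP knockout library, and its normalized enrichment scores were 2.64 and -2.24. The androgen response set had scores of -1.93 and 1.22, and the second of these did not pass its threshold. For these sets no explanation was tested, and a difference in growth between the systems stays open.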

How the results depend on the processing

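Rescaling to the same sum and removal of the length trend were chosen after seeing the data. Arid1a and Tnfaip3 in Myc-CaP cells and Tnfaip3 in the epithelium kept their direction under each alternative run. They kept their side of the threshold under each alternative that gave an adjusted p-value, which leaving out a Myc-CaP library did not. The log2 fold change of epithelium Tnfaip3 ran from 0.87 to 0.97 across the 6 fits that each left out 1 library. Arid1a in the epithelium stayed positive and crossed the adjusted threshold with a mean of at least 5 (0.25), quantile normalization (0.27), rescaling to the same sum (0.42) and without control replicate A. It ran from 0.15 to 0.32 across the fits that each left out 1 library, and its adjusted p-value from 0.0129 to 0.609 over the alternatives. The cause was not tested.

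A mean of at least 5 lowered the genes changed in the epithelium from 9294 to 5872 and those past the study's thresholds from 4037 to 2314 and, in Myc-CaP cells, from 877 to 472, because fewer genes were tested. The lineage panel went from 7 to 3 for the same reason. In Myc-CaP cells the 899 genes changed became 451 without a trend in eBayes, where 1 lineage gene in place of 2 passed, and 358 with no filter, where 2 cytokines in place of 5 passed. The cause was not tested. With the correlation estimated, camera passed 0 sets in the epithelium and 0 in Myc-CaP cells, with adjusted p-values from 0.135 to 0.527. At the preset correlation the androgen response set did not pass in the epithelium (adjusted p-value 0.209), and oxidative phosphorylation (0.0415) and androgen response (0.0327) did in Myc-CaP cells. Rescaling to the same sum moved the higher share of epithelium calls from 48.1% to 64.6%.

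The replicate letters do not pair the epithelium libraries, since the deviations of libraries A, B and C from their group means correlated at 0.041, 0.0094 and -0.057 across genes. With the replicate block, 8823 genes passed in the epithelium, and Arid1a was at 0.25 there with an adjusted p-value of 0.0337, which passes, while Eno2 did not pass there. In Myc-CaP cells, 2771 genes and 4 SWI/SNF subunits passed with the replicate block. Among the listed and named genes reported, it added Cxcl2, Cxcl5, Ezh2, Actl6a, Brd7 and Smarcc1 there and changed no other call.

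Leaving out each library in turn gave from 7784 to 8858 genes changed in the epithelium. The share of epithelium genes with the same sign in Myc-CaP cells ran from 42.7% to 49.0%, and Spearman's rho from -0.095 to 0.023. Counted over Myc-CaP calls, the share was 50.8%. Leaving out a Myc-CaP library left a group of 1, so no calls were made there, and 899 of the 899 called genes kept their sign in each of these.

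Signs reversed mostly among listed genes that had not passed, of which Krt8 and Cd74 passed as rises under quantile normalization (0.29 and 0.35). In the epithelium, leaving out 1 library gave log2 fold changes from -0.16 to 0.12 for Cxcl1, -0.062 to 0.24 for Ccl2, -0.11 to 0.0028 for Actl6a, -0.023 to 0.069 for Ezh2, -0.030 to 0.14 for Krt8, -0.046 to 0.0020 for Phf10 and -0.068 to 0.11 for Smarcc2, and from -0.0076 to 0.19 for the endothelial median. In Myc-CaP cells it gave -0.16 to 0.21 for Bcl7a, -0.094 to 0.12 for Bcl7c, -0.052 to 0.050 for Dpf2, -0.15 to 0.098 for Pbrm1, -0.013 to 0.035 for Phf10, -0.039 to 0.083 for Smarca2, -0.032 to 0.026 for Smarcd2 and -0.019 to 0.10 for Smarce1, and from -0.52 to 1.6 for the oxidative phosphorylation score.

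Rescaling to the same sum reversed, in the epithelium, Actl6a (0.12), Arid1b (0.016), Bcl7a (0.014), Brd9 (0.079), Phf10 (0.14), Smarcd1 (0.091), Smarcd2 (0.053) and Smarce1 (0.12), each from a fall to a rise, as its shift of all genes would. Removal of the length trend reversed Actl6a (0.015), Arid2 (-0.095), Cd74 (0.036), Csf2 (0.11), Ezh2 (-0.069) and Pbrm1 (-0.0026). Quantile normalization reversed Cd74 (0.35) and Ezh2 (-9.6e-05) in the epithelium, and Bcl7a (-0.025) and Bcl7c (-0.0058) in Myc-CaP cells, where centring on the median reversed Bcl7a (-0.0034), Bcl7c (-0.019), Phf10 (-0.020) and Smarca2 (-0.0096). The cause of the other reversals was not tested.

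Counting each remaining result once under each alternative, 46 values became weaker, 25 became stronger and 38 moved by more than their spread. The depth of the epithelium libraries is an estimate and that of the Myc-CaP libraries is not recoverable, so low genes carry an unknown counting error.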

Other observations

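Apart from the splits of the samples and the test of leukocyte markers against the cytokines, the tests in this part were chosen only after the results were seen.

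The 6 epithelium libraries can be split into 3 and 3 in 10 ways. Only 1 of the 10 splits, the one given by the labels, gave as many genes changed, and the other 9 gave between 0 and 1 gene, with between 89 and 219 genes at an unadjusted p-value under 0.05. The same 1 of 10 held for genes past the study's thresholds (between 41 and 66 in the others), for the cytokine, SWI/SNF and lineage panels (0 in each of the others) and for the number of gene sets. With 10 splits the share cannot go under 0.1, so chance cannot be excluded by this count. For the gene sets the other splits still passed between 2 and 5 of the 6 sets. With 3 libraries of each label, no split mixes the labels evenly, so part of the labelled difference stays in each. This count of sets therefore decides nothing about their replication. The share of genes with the same sign in Myc-CaP cells lay as far from 50% in 10 of the 10 splits. This decides nothing about the agreement of 45.2%, because that share rests on 2217 genes and those of the other splits on at most the 41 to 66 genes past the thresholds there, so that they scatter more.

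Several technical explanations for the large number of changed genes in the epithelium were tested. Of the 9294 called genes, 83.7% were called in the same direction after rescaling to the same sum, which argues against scaling as the whole cause. Of the called genes with a known length, 83.2% were called in the same direction after a trend on length was removed, although the log2 fold change correlated with length across genes (Spearman's rho 0.253). Lengths were available for 90.9% of the tested genes. The seminal vesicle transcripts held 4.59% of the summed RPKM in the control libraries and 0.244% in the others, which shifts other genes by only 0.064 on the log2 scale. Depth is argued against as the whole cause, since without control library B, the deepest, 90.8% of the called genes were called in the same direction, and the estimated depths of the groups then overlap. A difference between the mice other than the labelled genotype, such as tumour stage, stays open and untested.

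Arid1a was not lower in the libraries labelled Arid1a KO. A single exchanged label is argued against by the correlations of log2 values, which reached at most 0.938 between groups and at least 0.987 within them. An exchange of all labels cannot be told apart from correct labels by this gene, whose log2 fold change of 0.25 fell short of the adjusted threshold. What keeps it open is that the files give 1 value per gene and no exon or junction values.

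The leukocyte, neutrophil and macrophage lists rose in the libraries labelled Arid1a KO, with a median log2 fold change of 0.74 over their 40 genes, 33 of which were higher at the adjusted threshold and 2 lower. Of the 40 genes, 0 are among the listed cytokines and 3 (Csf3r, Il1r2 and Cd14) are also in the IL6-STAT3 set. All 40 were above the minimum mean, so the epithelium libraries of both labels hold their transcripts, with Cd74, Lyz2 and C1qa the most abundant at 2591, 772 and 604 RPKM in the control libraries. This was the outcome set down before the data were examined for leukocyte RNA carried over in the sort as a source of the 12 raised cytokines, so carry-over may contribute to them. Their median of 1.12 was larger than that of the lists, and 2 of the 12, Cxcl3 and Il1a, rose by more than any of the 40 genes. How much of each cytokine leukocytes would bring cannot be computed without a leukocyte library. Added RNA dilutes all other transcripts alike, so cytokines lowered in this way would fall about as much as the epithelial list. That list fell by 0.22 as deposited and by 0.042 after rescaling to the same sum. Of the 9 that fell, 7 were lower than the list as deposited by more than 2 standard errors. They also passed after rescaling to the same sum, which argues against such dilution for these 7. The argument is weakest for Cxcl5 (-0.57), since Epcam of that list fell by 0.59. A lower carry-over of other cell types was not tested as a source of these falls and stays open. The fibroblast list, for instance, had a median log2 fold change of -0.41. For the other 2, Il6 and Cxcl10, dilution and a lower expression cannot be told apart. Their falls as deposited lay within 2 standard errors of that of the list. After rescaling, at -0.34 and -0.16, neither passed.

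For the marker lists themselves, 26 of the 40 genes lay more than 2 standard errors from their common median, which argues against a larger share of an unchanged leukocyte mixture. A lower share of epithelial RNA would raise every other cell type alike, but the fibroblast list fell by 0.41. A change in the kind or state of the leukocytes, expression of these genes by epithelial cells, and an effect of Arid1a loss stay open.

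In the median, the seminal vesicle genes fell by 5.91 on the log2 scale. Seminal vesicle tissue carried into the control libraries could give such a fall and was tested on secretory genes of the prostate itself. Of 10 such genes tested, 10 were lower at the adjusted threshold, with a median log2 fold change of -4.06. For instance, Pbsn went from 187 ± 23.9 to 5.34 ± 2.94 RPKM (SD, n = 3 each). Carried-over tissue does not account for a fall of prostate genes, but carry-over and reduced secretory expression cannot be told apart for the seminal vesicle genes, because a fall of both lists excludes neither. A candidate explanation for the prostate genes is a loss of secretory luminal cells or of their expression programme.

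By the study's thresholds, 232 genes were lower and 645 higher in Myc-CaP cells after knockout. The number of lower genes is lower than the value quoted from the study above for reduced expression, and the number of higher genes equals it. The Myc-CaP table was chosen for the comparison because the study gives that value among its results on Myc-CaP cells. Whether the study counted these same libraries is not stated, so the equality alone cannot tell a reversed direction from a coincidence. The test also differed from that of the study, and whether the same genes are meant was not tested. Arid1a (-0.59) and Tnfaip3 (-0.63) were lower in the Myc-CaP libraries labelled Arid1a KO. The study names Tnfaip3 among the genes with reduced expression, which goes against an exchange of the labels in this table. The equality may also be a coincidence, since the number of genes higher past the study's thresholds in Myc-CaP cells was 375 with a mean of at least 5 and 678 with the replicate block.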
